# Multi-omic data integration enables discovery of hidden biological regularities

**DOI:** 10.1038/ncomms13091

**Published:** 2016-10-26

**Authors:** Ali Ebrahim, Elizabeth Brunk, Justin Tan, Edward J. O'Brien, Donghyuk Kim, Richard Szubin, Joshua A. Lerman, Anna Lechner, Anand Sastry, Aarash Bordbar, Adam M. Feist, Bernhard O. Palsson

## Abstract

Rapid growth in size and complexity of biological data sets has led to the ‘Big Data to Knowledge' challenge. We develop advanced data integration methods for multi-level analysis of genomic, transcriptomic, ribosomal profiling, proteomic and fluxomic data. First, we show that pairwise integration of primary omics data reveals regularities that tie cellular processes together in *Escherichia coli*: the number of protein molecules made per mRNA transcript and the number of ribosomes required per translated protein molecule. Second, we show that genome-scale models, based on genomic and bibliomic data, enable quantitative synchronization of disparate data types. Integrating omics data with models enabled the discovery of two novel regularities: condition invariant *in vivo* turnover rates of enzymes and the correlation of protein structural motifs and translational pausing. These regularities can be formally represented in a computable format allowing for coherent interpretation and prediction of fitness and selection that underlies cellular physiology.

## Abstract (web summary)

Translating omics data sets into biological insight is one of the great challenges of our time. Here, the authors make headway by synchronising pairs of omics data types via invariants across conditions and by integrating datasets into a genome-scale model of *E. coli *metabolism and gene expression.

Progress of the biological sciences in the era of big data will depend on how we address the following question: ‘How do we connect multiple disparate data types^1^ to obtain a meaningful understanding of the biological functions of an organism^2^?' Owing to large-scale improvements in omics technologies, we can now quantitatively track changes in biological processes in unprecedented detail^3^,^4^. Although such measurements span a diverse range of cellular activities, developing an understanding of how these data types quantitatively relate to one another and to the phenotypic characteristics of the organism remains elusive. This issue is central to the so-called Big Data to Knowledge (BD2K) grand challenge, which aims to integrate multiple disparate data types into a biologically meaningful, multi-level structure^1^,^2^.

Interpretation of disparate data requires understanding how the primary measurements of different omics data are quantitatively coupled to one another^5^. We approach this task by identifying regularities (relationships between biological data types that remain relatively constant across conditions) between pairwise omics data types. Although some regularities can readily be discovered through direct pairwise omics data comparisons, we find that other regularities emerge only through more intricate analysis leveraged by mechanistically based network reconstructions^6^. Such reconstructions can be used as a context for poly-omic data integration and analysis^6^,^7^, and, when combined with constraint-based modelling approaches^8^,^9^, provide important links between omics data and phenotypic characteristics of the organism.

As we will show, this approach leads to a comprehensive synchronization of poly-omic data with computed growth states. The approach directly addresses the BD2K grand challenge and is made conceptually accessible by tracing the ‘information flow' through the familiar ‘central dogma', to establish relationships between measurements and cell physiology (Fig. 1).

## Results

### Pairwise ratios of data types are highly correlated

First, we examine the information flow from transcription to translation, to protein production, by identifying correlations across primary omics data types, such as RNAseq^10^, ribosome profiling^11^,^12^,^13^ and proteomics^14^, collected for *Escherichia coli* batch growth on glucose, fumarate, pyruvate and acetate (Fig. 1, ‘primary data box'). 

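Messenger RNA was sequenced from 8 cultures of E. coli K-12, 2 replicate cultures on each of the 4 carbon sources, in minimal medium. The medium held glucose at 5.0 g/L, disodium fumarate at 2.8 g/L, sodium pyruvate at 3.3 g/L or sodium acetate at 3.5 g/L. The sample records name the strain BW25113, whereas the paper's methods describe ribosome profiling of MG1655 at the same concentrations. The authors deposited one FPKM value (fragments normalised to gene length and library size) for each of 4379 genes in each library. The paper's main text does not name the aligner or the annotation behind these values, its Supplementary Methods were not available, and rRNA and tRNA genes are not listed. Gene symbols and lengths were taken from the RefSeq annotation of assembly ASM584v2, which matched 4299 of the identifiers.

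The depth behind the values was read from their steps, since low values of genes of at least 450 bp were whole multiples of what 1 fragment is worth at each length. Between 96.4 and 97.8% of the values under 50 fragments came out whole in each library. The glucose libraries were scaled to 8208421 and 9214358 fragments, the acetate libraries to 3591336 and 5489122, the fumarate libraries to 11558017 and 4654606, and the pyruvate libraries to 1346233 and 1535712. The number of genes listed at 0 was 180 and 172 on glucose, 276 and 241 on acetate, 147 and 229 on fumarate, and 465 and 428 on pyruvate. This number fell as depth rose across the 8 libraries, with Pearson's r = -0.987 (p = 0.00015) against log10 depth and Spearman's rho = -0.976 (p = 0.0004), both from exact permutation tests over all pairings, two-sided. With the 2 libraries farthest from the median depth left out, r was -0.988. No sequencing batches are given for these libraries, and within a carbon source the deeper library had fewer genes at 0 in 4 of 4 pairs (exact sign test, two-sided, p = 0.125, the smallest that 4 pairs can give). A value of 0 in a pyruvate library therefore does not show that a gene was not expressed.

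FPKM values were analysed on the log2 scale after adding 1, with limma fitted to all 8 libraries together and Benjamini-Hochberg adjustment over the 4083 genes with a mean of at least 1 FPKM. A fold change on this scale understates the change of weakly expressed genes. Genes shorter than the sequenced fragments, whose mean length was between 171.5 and 218.5 bp per library, carry very large FPKM values per fragment.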

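Levels of mRNA were compared across genes on the log10 scale, over genes above 0 in both members of a pair. Between the duplicates of one carbon source, r2 was 0.97 on glucose (4162 genes), 0.974 on acetate (4058 genes), 0.977 on fumarate (4137 genes) and 0.932 on pyruvate (3789 genes). Between the means of 2 carbon sources, r2 ranged from 0.881 for fumarate and pyruvate (SD 0.013 over the 4 pairings of single libraries) to 0.942 for acetate and fumarate (SD 0.004), with a median of 0.90 over the 6 pairs. Glucose had an r2 of 0.906 with acetate, 0.919 with fumarate and 0.891 with pyruvate. All pairs with pyruvate (0.894 with acetate) lay below all pairs without it. The pyruvate libraries are the shallowest, so depth and carbon source cannot be told apart in this order. These are correlations across genes, which are not independent replicates, so they carry no p-value. The scale moved the median of the 6 pairs most among the alternatives set before the data were examined, to 0.947 with Pearson's correlation on linear values. The order of the pairs also depended on the measure. By squared Spearman's rho glucose and acetate had the lowest value (0.902) and fumarate and pyruvate had 0.938. On linear values acetate and fumarate had the lowest (0.916) and glucose and acetate the highest (0.992). That lowest value rests on the gene ssrA, which is listed at 0 in fumarate 1. With ssrA left out, an alternative chosen after seeing the data, acetate and fumarate had 0.992 on linear values. Glucose and pyruvate then had the lowest (0.928). Protein abundances were not analysed here, so these values describe the mRNA side of the comparison only.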

We found relatively poor correlations of messenger RNA to protein across conditions (*r*^2^<0.4), consistent with previous studies^15^,^16^. Stronger correlations (*r*^2^>0.8) emerge when analysing the ratio of protein per mRNA (*ρ*_PM_) on a per-gene basis (the difference between peptide abundance and relative mRNA read counts per gene for multiple growth conditions; Supplementary Fig. 1a). 

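The mRNA part of this ratio changed on a gene-by-gene basis between carbon sources. Of the 4083 genes tested, 2115 (51.8%) differed among the 4 carbon sources by limma's moderated F-test at an adjusted p under 0.05. Against glucose, 633 genes were higher and 1146 lower on acetate, 458 higher and 672 lower on fumarate, and 533 higher and 916 lower on pyruvate. Requiring in addition a 2-fold change moved these counts most, to 524 genes on acetate (336 higher and 188 lower), 374 on fumarate (245 and 129) and 405 on pyruvate (217 and 188), so that more genes were higher than lower. Scaling the libraries to the same median also turned the balance on fumarate (574 higher and 448 lower) and on pyruvate (725 and 581), but not on acetate (745 and 924). Quantile normalization did not turn it on fumarate (530 higher and 556 lower), pyruvate (666 and 709) or acetate (725 and 992).

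Genes tied to the carbon sources were listed before the data were examined. Of these 18 genes, 17 passed the threshold on acetate, 16 on fumarate and 16 on pyruvate when adjusted over all genes tested. When adjusted over the list alone, 17, 18 and 16 passed. The glucose transporter gene ptsG (b1101) had 998 ± 18.6 FPKM (SD, n = 2) on glucose and 203 ± 12.8 on acetate, a log2 fold change of -2.29 (standard error 0.06, adjusted p = 1.1e-06 from limma). Acetyl-CoA synthetase, acs (b4069), rose from 34.9 ± 2.22 FPKM on glucose to 1170 ± 101 on acetate, a log2 fold change of 5.03 (standard error 0.08, adjusted p = 2.8e-07 from limma). The isocitrate lyase gene aceA (b4015) rose from 925 ± 40.8 to 10700 ± 777 FPKM on acetate (log2 fold change 3.53). The dicarboxylate transporter gene dctA (b3528) rose from 36.7 ± 4.57 FPKM on glucose to 746 ± 4.76 on fumarate (log2 fold change 4.31, adjusted p = 2.2e-06 from limma). By less, acs, aceA and dctA also rose on the other carbon sources. Log2 fold changes were 3.62 on fumarate and 3.55 on pyruvate for acs, and 1.15 and 0.31 for aceA. For dctA they were 3.34 on acetate and 2.68 on pyruvate. Among the fumarase genes on fumarate, fumA had a log2 fold change of 1.70 and fumC of 1.00. Neither rise was particular to fumarate, since fumA had 2.71 on acetate and 1.72 on pyruvate, and fumC had 2.38 and 1.18. The remaining fumarase gene, fumB, at 12.6 ± 1.70 FPKM on fumarate, did not pass the threshold there (log2 fold change 1.58, adjusted p = 0.076 from limma). Over the alternatives set before the data were examined, the adjusted p of fumB ranged from 0.0035, with only the glucose and fumarate libraries in the fit, to 0.18. With the 2 alternatives chosen after seeing the data, it was 0.026 among genes of at least 450 bp and 5.4e-18 with voom on recovered fragments (log2 fold change 1.82, with 236 and 78 fragments on fumarate against 44 and 46 on glucose). On pyruvate, the gluconeogenic genes pck and ppsA had log2 fold changes of 3.63 and 1.81. They rose likewise on acetate (4.30 and 1.68) and on fumarate (3.58 and 1.47).

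Among genes past the threshold with separated libraries and a higher condition mean of at least 10 FPKM, tnaA (b3708) had one of the 3 largest rises on acetate, with 547 and 501 FPKM against 4.16 and 4.33 on glucose. On pyruvate, btsT (b4354) had 2284 and 2235 FPKM against 2.79 and 3.32 on glucose, a log2 fold change of 9.13 (standard error 0.20). Several other genes chosen by this rule are shorter than the sequenced fragments, and ssrA is listed at 0 in both glucose libraries. The falls chosen by this rule all lie in genes shorter than these fragments or of unknown length. The largest on acetate and on pyruvate was mgtL (54 bp), with 4211 and 2789 FPKM on glucose against 0. On fumarate it was rprA (106 bp), with 147 and 82.87 FPKM on glucose against 0. The call of rprA was lost under median scaling (adjusted p = 0.06 from limma). Not all of these falls end at 0. On fumarate, spf (111 bp) had 9865 and 11000 FPKM against 139700 and 130500 on glucose. There azuR (159 bp) had 87.41 and 182.4 FPKM against 3228 and 3212 on glucose. For the ratio of protein to mRNA per gene, computed with protein abundances that were not analysed here, the paper states stronger correlations than for mRNA and protein levels across conditions.

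**Figure D1:**
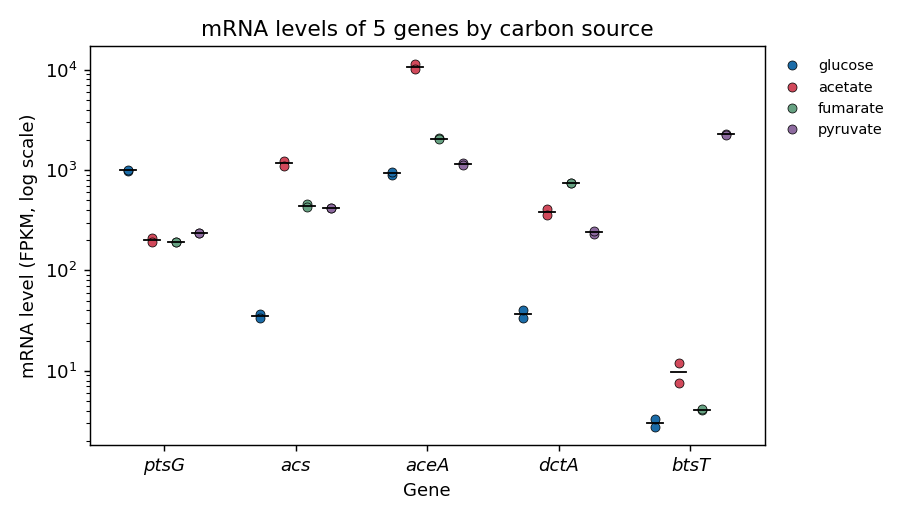
FPKM of 5 genes in each of the 2 libraries per carbon source, on a log axis, with the mean as a bar. Expression of ptsG is highest on glucose, acs and aceA on acetate, dctA on fumarate and btsT on pyruvate.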

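The coefficient of variation of mRNA across carbon sources was computed per gene as the SD of the 4 condition means divided by their mean, for the 4083 genes with a mean of at least 1 FPKM. Its median was 0.227, with quartiles of 0.148 and 0.371. Choosing 1 library per carbon source in each of the 16 possible ways moved this median by an SD of 0.0034. Between the duplicates of one carbon source, the median coefficient of variation was 0.051 on glucose, 0.076 on acetate, 0.062 on fumarate and 0.113 on pyruvate, so the median across carbon sources lay above all 4 medians within duplicates. A stricter limit of 10 FPKM moved the median across carbon sources most, to 0.206. This is the variation of the mRNA level alone, and the variation of protein per mRNA was not computed.

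**Figure D2:**
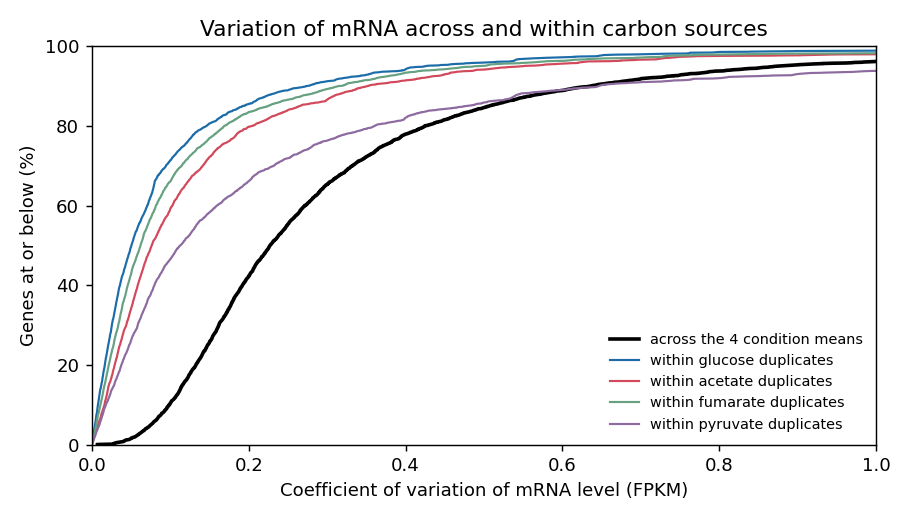
Cumulative share of genes (%) against the coefficient of variation of mRNA, with a black line for the 4 condition means and a coloured line for the duplicates of each carbon source. The line for the condition means reaches 50% of genes at 0.227 and those for the duplicates between 0.051 and 0.113.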

Computing the median coefficient of variation shows that changes in *ρ*_PM_ across conditions are relatively invariant. In addition, we find the number of ribosomes required (ribosome occupancy of mRNA) per protein translated is also relatively invariant across all four conditions (*r*^2^>0.7; Supplementary Fig. 1b).

### Translation rate is linked to protein secondary structure

Second, we examined pairwise relationships between other omics data types, such as ribosome profiling, proteomics and fluxomics, by integrating these data types into next-generation genome-scale models (Fig. 1, ‘integration with genome-scale models of metabolism (GEMs) box'). GEMs are based on the annotated sequence and analysis of the bibliome for functionally annotated gene products^6^. The most recent generations of genome-scale models incorporate protein structural information^17^,^18^ and allow for the computation of the synthesis of the entire proteome of a cell in addition to the balanced use of its metabolic network^19^. These models can integrate multiple layers of biological organization to balance the use of all cellular components, to achieve a cellular state. It can thus extend our understanding of how information flows from translation to protein folding and catalysis, and its role in producing whole-cell functions.

We examined how information flows during protein translation, which includes protein folding. Recent studies indicate a possible link between translation speed and proper folding^12^,^20^. Analysis of translational pausing has typically been approached from a sequence-based viewpoint^20^. Here we approach this analysis from a different perspective, by correlating the occurrence of translational pausing on a transcript to the location of nearby protein secondary (2°) structure motifs (Fig. 2). The establishment of this correlation is based on the following: (1) ribosome profiling^11^,^12^,^13^, which provides ample information on the queuing of ribosomes along mRNA transcripts; and (2) a recent network reconstruction that contains comprehensive protein structural information linked to the translated protein at the proteome scale^18^.

Several striking regularities in translational pausing and protein structure are consistently observed across multiple growth conditions in *E. coli*, which suggest the co-translational folding of intermediate secondary structure motifs inside the ribosome exit tunnel (Fig. 2a). We find that pause sites are enriched (*p*-value<0.01 using a hypergeometric test) downstream of specific secondary structure motifs, such as α-helices and β-sheets (Fig. 2b and Supplementary Fig. 2), yet are not significantly enriched at the termini of domains (Supplementary Fig. 3 and also see Supplementary Note 1). On average, pausing becomes most substantial six to eight amino acids downstream of α-helices and β-sheets, which, in the majority of cases, fall either on disordered regions of the protein or on helical residues. Such instances consistently account for >35–40% of pause sites across different conditions (Fig. 2c and Supplementary Fig. 4). These findings strongly corroborate a growing theory that partially folded intermediate protein structures begin to immediately fold inside the ribosome exit tunnel, following polypeptide-chain synthesis. Several previous studies have shown that partially folded protein structures, such as small domains, can be detected within the exit tunnel^21^,^22^,^23^. More recently, Nilsson *et al*.^24^ demonstrated the co-translational folding of a small zinc finger-like domain deep within the ribosome exit tunnel using arrest-peptide-mediated force measurements in conjunction with cryo-electron tomography.

Do sequence-specific motifs drive co-translational pausing to ensure proper protein folding? We find that Shine–Dalgarno (SD)-like sequences account for 20–22% of ribosome density at pause sites (Fig. 2c and see ‘Identification of SD-like codons' in Methods), which is consistent with recent studies^25^, and four times less frequent than what is found previous studies^20^. Of the pausing instances linked to SD-like sequences, we find that, on average, nearly half of these pausing regions also fall in the nearby vicinity (five to ten codons) of helices or sheets. The link between pausing, SD-like sequence and protein secondary structure becomes clear when comparing the average occurrence of SD-like sequences genome-wide (9%) with their occurrence directly downstream of α-helices (35%) and β-sheets (18%, Fig. 2d). Together, these sequence and structure motifs account for the majority of pause sites (60%) or nearly half of the total ribosome occupancy (Supplementary Fig. 4). These findings suggest that co-translational pausing occurs for distinct secondary structural elements and supports the potential role of sequence-specific factors to drive pausing for ensuring proper protein folding (Fig. 2e).

### Genome-wide estimation of enzyme turnover rates

How does information flow between an individual enzyme's catalytic activity and the activity of an entire network? To evaluate the effective turnover rate of enzymes, reaction flux per enzyme can be directly computed using experimental values for both flux (the rate of reactions) and enzyme abundance^26^ on a small scale (mainly for central carbon metabolism). To assess enzyme turnover on a genome scale, we computed the ratio of an enzyme's abundance (measured from proteomics data) and its corresponding flux derived from network-based analyses using the *i*OL1650-ME model (Supplementary Note 2 and Fig. 3). As the *i*OL1650-ME model directly relates enzyme synthesis and metabolic flux, we were able to develop a method, which uses the model to extrapolate the most probable flux state from proteomics. These ratios quantitatively couple experimentally derived flux estimates and protein abundances to make a quantitative connection between data types.

Estimates of enzyme turnover rates (*k*_eff_), which represent coupling coefficients between the fluxome and the proteome (Supplementary Note 3), were analysed across four nutrient conditions, to understand the effect that carbon uptake has on metabolic enzyme turnover rates. We find that these parameters show considerable regularity in relating flux to protein abundance, which suggests that *in vivo* turnover rate for most enzymes does not strongly depend on growth in diverse batch culture settings (Supplementary Note 4). For high-flux metabolic reactions, the estimated turnover rates were consistent across all four conditions (a total of 284 turnover rate values; Fig. 4a), with high correlation between any two conditions (Fig. 4b and Supplementary Fig. 5). The computed turnover rates were averaged across experimental conditions to give the largest set of flux-per-enzyme parameters estimated computationally to date under *in vivo* conditions. It is important to note that these estimated turnover rates do not have a direct relationship with fundamental enzyme kinetic parameters obtained *in vitro* but can be viewed as an *in vivo* data-driven estimate of the enzyme turnover rate.

Although these correlations provide information about relationships between biological components and, in some cases, take on predictive value (Fig. 5a), understanding their collective influence on cell physiology is harder to decipher. This issue can be addressed using a genome-scale model that assesses cost-benefit tradeoffs from a cell-centric perspective^9^,^27^. Genome-scale models (*i*OL1650-ME) compute the value of cellular components relative to the function of all other cellular components. To this end, the turnover rate values provide the minimum ‘capital expenditure' for protein synthesis required to achieve a unit of flux through a given reaction. Thus, as a group, the calculated turnover rates provide coupling between proteome allocation and achievement of a physiological state.

The knowledge of the biological regularities identified in this work enables the parameterization of coupling constraints used in a genome-scale model of metabolism and gene expression metabolism and gene expression (ME). A parameterized model allows for prediction of responses to environmental perturbations. We tested the predictive capacity of a model containing parameter values derived from multiple conditions described above, to compute optimal cellular composition under new environmental conditions where proteomics data was not available. In simulations with our parametrized model, we perturbed a reference growth state through the addition of nutrients to the medium: batch growth on glucose was supplemented with adenine, glycine, tryptophan or threonine. From these predicted phenotypic states, we identified enzymes that were predicted to be differentially used in the supplemented condition (Fig. 5b,c). To validate these predictions, we collected omics data sets under these four perturbed conditions, to compare gene expression changes with the computated responses.

When validating our predictions using experimentally measured differential gene expression, we find our prediction accuracies of differential gene expression range between 56 and 100% (Table 1), and are significantly enriched for experimentally differential genes, with *p*-values ranging from 0.04 to 4 × 10^−6^ using a hypergeometric test (Fig. 5b). Therefore, using the parameterized model, we are able to improve the prediction of gene regulation that accompanies changes in growth environment. For example, a nutrient supplementation will often cause non-intuitive shifts in what precursors the cell uses to synthesize amino acid molecules. The parameterized ME model correctly identifies the production/non-production of L-serine from supplemented L-threonine and glycine (Fig. 5c and Supplementary Note 5).

## Discussion

The unprecedented growth in the type, size and complexity of biological data sets over the past couple of decades has led to a pressing grand challenge in biology referred to as BD2K. In this study, we address this critical need through the development of advanced data integration methods to enable multi-level analysis of genomic, transcriptomic, ribosomal profiling, proteomic and fluxomic data across multiple experimental conditions. We can show that pairwise integration of primary omics data reveal unknown biological regularities that quantitatively tie key cellular processes together, and that genome-scale models enable the quantitative synchronization of disparate omics data types, leading to the discovery of additional system-based novel regularities. For example, when directly compared, RNA and protein values have long been known to be poorly correlated^16^,^28^. However, the integration of ribosome profiling and structural data demonstrates how the secondary structures in proteins correlate with sites of translational pausing, supporting the theory of co-translational folding and the rhythm of translation^29^,^30^ (Supplementary Note 1). The variation in translation observed from multiple omics types sheds light on how the protein-per-RNA ratio is correlated for each gene across conditions, but poorly correlated across genes^31^.

By designing algorithms to integrate omic data with genome-scale networks, the ability to predict differential gene expression (Fig. 5c) emerges. On the most basic level, a genome-scale model of metabolism informs the user of all possible metabolic reactions and their respective stoichiometries^8^. The previous unparameterized ME model of *E. coli*^19^ added an additional reconstruction of gene and protein expression networks, and their associated metabolic costs. Here, we integrate omics data directly by using a parameterization algorithm to improve estimates of expression costs. We can demonstrate the increased accuracy of the parameterized ME model compared with the previous unparameterized ME model and M-model (Table 1 and Supplementary Fig. 6).

Taken together, we have shown that fundamental contextualization of multi-omic data leads to (i) insights into underlying biological mechanisms during protein translation and (ii) predictive computations based on cellular-econometric cost-benefit ratios associated with cellular functions. Thus, both multi-omic data analysis and genome-scale models will play an important role in establishing big data analysis frameworks to explain and predict cellular physiology.

## Methods

### Ribosome profiling

To compute the ribosome per protein ratios, *E. coli* MG1655 cells were grown in glucose (5 g l^−1^), pyruate (sodium pyruvate 3.3 g l^−1^), fumarate (disodium fumarate 2.8 g l^−1^) and acetate (sodium acetate, 3.5 g l^−1^). Ribosome profiling data sets were generated and analysed according to the following procedure, also detailed in Latif *et al*.^13^. Chloramphenicol (100 μg l^−1^) was added 2 min before harvest, cells were harvested at mid-log (OD_600_ ∼0.4) by centrifugation at 5,000 *g* for 3 min. Ice-cold lysis buffer (25 mM Tris pH 8.0, 25 mM NH_4_Cl, 10 mM MgOAc, 0.8% Triton X-100, 100 U ml^−1^ RNase-free DNase I, 0.3 U μl^−1^ Superase-In, 1.55 mM chloramphenicol and 17 μΜ 5′-guanylyl imidodiphosphate) was added and the cells were resuspended quickly, followed by flash freezing in liquid nitrogen. Repeated freeze–thaw cycles were used to lyse cells followed by addition of sodium deoxycholate to a concentration of 0.3%. Lysate was then clarified by centrifugation. RNA (25 AU) was digested using 6,000 U of MNase for 2 h at 25 °C and quenched by adding 2.5 μl of 500 mM EGTA. Monosomes were recovered using Sephacryl S400 Microspin columns, followed by removal of ribosomal RNA using a Ribo-Zero-rRNA Removal Kit (Epicentre). The 3′-ends of the RNA fragments were desphosphorylated using T4 Polynucleotide Kinase for 30 min at 37 °C. The NEBNext Small RNA Library Prep Set for Illumina protocol was carried out till the 5′-adapter ligation step. Transfer RNAs were removed using hybridization to custom DNA oligo probes, followed by RNAse H treatment. The NEBNext protocol was then completed and sequencing was carried out on a Illumina MiSeq.

As the MiSeq did not provide sufficient read depth for the in-house ribosome profiling data sets to confidently determine pause locations, ribosome profiling data was obtained from Li *et. al.*^11^ for MOPS Rich and glucose MOPS minimal media (GEO Accession: GSE53767). Ribosome densities were derived using a similar protocol to Li *et. al.*^11^. Adapters were trimmed using cutadapt^32^ version 1.8. Reads were mapped using bowtie^33^ version 1.0.0 to *E. coli* MG1655 (NC000913), allowing for a maximum of one mismatch. Reads mapping to tRNA, ribosomal RNA and other non-coding RNA locations were discarded. There has been considerable discourse about the location of the A- and P-site relative to the ends of the reads, and not to bias our analysis based on the location we chose to assign reads to the 3′-end, which has been shown to be better conserved and aligned in prokaryotic ribosome profiling data sets^34^,^35^. Ribosome density across each gene was then dropoff corrected by fitting to an exponential function as was done in Li *et. al.*^11^.

### Genome-wide secondary structure annotations

The GEM-PRO reconstruction for *E. coli i*JO1366 (refs 17, 36) was used to provide structure-based annotations for the most representative protein structures found in the publicly available PDB database^37^. Protein data bank (PDB) files were parsed using STRIDE^38^ and Biopython^39^, to determine the location of secondary and tertiary structural elements on a codon-specific basis. This resulted in high-confidence secondary and tertiary structure annotations for 623 non-transport (or membrane-bound) genes in *E. coli*.

### Tertiary structure and protein domain annotations

Starting from the protein structures linked to metabolic genes in the GEM-PRO model, we annotated tertiary domains for each protein using the SCOP knowledgebase^40^ and FATCAT^41^ alignment tools. As a result of this analysis, the fraction of the protein aligning to an annotated tertiary domain was recorded and stored as an additional data type in the GEM-PRO reconstruction. The starting and ending amino acid of every domain within a protein were quality controlled and checked by aligning the PDB sequence with the amino acid sequence (FASTA) from *E. coli* MG1655 to fix offsets between the PDB residue numbering scheme and the actual amino acid sequence numbers. Hypergeometric enrichment testing was performed, to determine codons upstream and/or downstream from the start and end of any tertiary domain annotation that is enriched for pause sites.

### Identification of SD-like codons

Similar to those defined in Li *et. al.*^20^, we considered the following SD-like codons: 5′-`AGG',`GGA',`GAG',`GGG',`GGT',`GTG'-3′. Nucleotide sequences from *E. coli* MG1655 (Genbank accession: NC000913 (ref. 42)), were read in-frame to identify SD-like codon positions. Hypergeometric enrichment testing was used to determine downstream codons enriched for pause sites.

### Ribosome density and pause site accounting

The ribosome density (Supplementary Figs 2 and 3) at each codon was summed across all three nucleotides and divided by the mean of the gene, to get the normalized density. In an effort to increase the signal in an inherently noisy data type, pause sites were defined as codons, which had a normalized density of over 5, instead of on a per nucleotide basis as was done in Li *et. al.*^20^.

Hypergeometric enrichment testing was used to determine enrichment for pause sites at codon positions downstream from the ends of pause sites. *P*-values were calculated based on the formula for the survival function (1−cumulative distribution function) shown below:

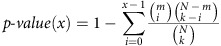

where *N* refers to the total number of codons in the genes tested, *m* refers to the number of secondary structures, *k* refers to the total number of pause sites and *x* refers to the number of pause sites that fell on a specific codon position downstream of the secondary structure we are testing.

Codons downstream from α-helices, β-sheets and turn secondary structural elements, as well as SD-like sequences, were considered to be significantly enriched for pausing, if the hypergeometric enrichment tests indicated that the *p*-values <0.01. To calculate the number of pause sites accounted for by sequence and/or structural elements, pause sites that did not align with secondary structure or SD-like sequences were labelled ‘unaccounted'. The same procedure was used for determining the proportion of pause sites accounted for by structural features and SD-like sequence features.

### Computational method for predicting *k*_eff_ parameters

As noted above, ME simulations require several parameters, one of which is the effective catalytic rate of enzymes *k*_eff_, which in turn affects the proteomic and ribosomal cost of running each reaction. Although using solvent accessible surface area (SASA) as a first approximation results in a correct overall prediction of 80% of the cell proteome by mass, improving these parameters can greatly affect the predictive power of the model for specific genes. We make use of the most extensive quantitative proteomic data in *E. coli* to date, which accounts for 55% of all open reading frames and 95% of the proteome^14^. Because of the difficulty in simultaneously predicting effective catalytic rates and reaction flux values, we developed an iterative workflow for updating the model parameters. This workflow is described below and each section corresponds to a panel in Fig. 3.

### Part A iterative simulation procedure

These ME simulations had the overall goal of minimizing the difference between the simulated proteome and the measured proteome for each experimental condition. The growth rate *μ* was set to the experimentally determined values (Supplementary Data 1). To improve solution times with the SoPlex linear programming solver^43^ with our formulation, we collapsed linear pathways into single reactions using cobrapy^44^, which were detected by identifying metabolites present in exactly two reactions.

To reconcile experimentally measured protein concentrations with the simulations, we want to solve a linear program, which will minimize the Manhattan distance between the expressed and measured protein production at the fixed growth rate. The Manhattan distance was used instead of the Euclidian distance, because it can be computed in the context of a linear program, whereas a Euclidian distance minimization requires a quadratic objective, which the SoPlex solver can not handle. To construct this problem, we added the following additional constraints to the ME linear program in terms of the corresponding measured protein amounts *y*_*i*_ for each predicted gene translation flux variable *x*_*i*_ (unmeasured proteins had no applied constraints).

This allowed us to minimize the error term 
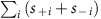
, which is equivalent to minimizing 

 and gives the closest flux state to the experimental data, while satisfying the ME constraints when solving the linear program. If these parameters resulted in an infeasible model, which could not simulate growth at *μ*, the simulation was halted. Otherwise, using the predicted fluxes predicted by this simulation and the experimentally measured proteomics data, we calculated the *k*_eff_ for each reaction enzyme, which we used in the next iteration of this workflow. This simulation loop was run a total of three times, to allow the loops to converge to a set of *k*_eff_ values.

### Part B sampling and simulation

The iterative simulation procedure described above might give a flux state, which is dependent on the original set of *k*_eff_ parameters used in the first round. Therefore, the *k*_eff_ were randomly initialized within two orders of magnitude of the value computed from SASA. The iterative sampling procedure was repeated repeated 300 times for each experimental condition and each time a new random *k*_eff_ parameter set was generated in the manner described.

### Part C result aggregation and filtering

For each experimental condition, the loop was started 300 times. However, as some parameter sets were unable to simulate growth at *μ*, some subset of those simulations failed before reaching three iterations. It was run successfully through 3 loops 148 times for glucose, 186 times for pyruvate, 97 times for fumarate and 83 times for acetate. Between these successful runs, there was a slight variation in reactions used because of the different starting *k*_eff_ parameters. Therefore, only reactions that were active for 90% of the successful runs were considered. These parameters were averaged to give a consensus set of *k*_eff_ parameters for each condition.

### Part D cross-condition parameter comparison

The intersection of these *k*_eff_ parameters under each condition was determined between all four conditions (Fig. 4a). The 284 parameters for reaction/catalyst pairs, which were in all conditions, were averaged to get a consensus set of *k*_eff_ parameters, which were used for ME computations. In addition, the pairs in common between each of the conditions were compared to give Pearson's correlations, shown in the table in Fig. 4a.

### Predicting differential gene expression with *i*OL1650-ME

Simulations were performed using the same procedure as in the *i*OL1650-ME manuscript^19^ for batch growth on D-glucose with both *k*_eff_ parameter sets A and A+B. For each supplementation simulation, the uptake reaction for that particular metabolite was set to be unbounded. In the case of the adenine supplementation, the reactions HXAND, XAND and URIC were blocked (Supplementary Fig. 7). Genes that changed by more than a factor of 16 (a log_2_ change of more than 4) were predicted to be differentially expressed. This gives a stringent criterion, which identifies genes that are predicted to change by a significant-enough magnitude to manifest experimentally (by comparison, a log_2_ change of 2 is often used with microrray gene expression data to filter out changes in expression, which, although statistically significant, are not of a high-enough magnitude to really be considered relevant). Predictions of gene differential expression were considered correct if cufflinks obtained a false discovery rate of <0.05 for that gene in the mRNA sequencing data and the gene expression changed in the same direction (either both increase or both decrease) in both the predictions and mRNA sequencing data. Hypergeometric enrichment *p*-values were calculated using the scipy statistics package using the survival function + ½ × probability mass function of the distribution.

### Data availability

RNA sequencing data generated in this study is available from the NCBI Gene Expression Omnibus (GEO) under accession numbers GSE59759 and GSE59760. Measured growth rates are available in Supplementary Data 1 and estimated *k*_eff_ parameters in units of per second are available as Supplementary Data 2. All other relevant data are available from the authors upon request.

## Additional information

**How to cite this article:** Ebrahim, A. *et al*. Multi-omic data integration enables discovery of hidden biological regularities. *Nat. Commun.* **7,** 13091 doi: 10.1038/ncomms13091 (2016).

## Supplementary Material

Supplementary Information Supplementary Figures 1-9, Supplementary Notes 1-5, Supplementary Methods and Supplementary References

Supplementary Data 1 Measured growth rates on Glucose, Acetate, Fumarate, and Pyruvate

Supplementary Data 2 Computed model keff parameters

Peer review file

## Figures and Tables

**Figure 1:**
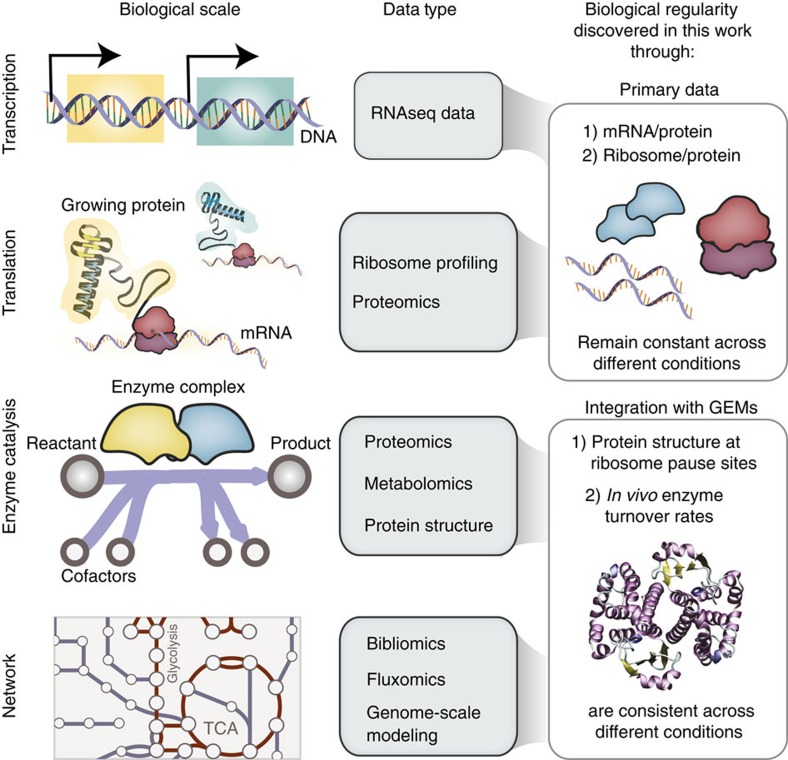
A multi-scale multi-omics framework detects significant biological regularities in *E. coli*. Tracing the central dogma of biology (left column), we can link specific data types (middle column) to explain each of these biological processes. In this work, novel biological regularities that relate these processes are discovered through: (i) primary omics data (top box, right column) and (ii) integration with GEMs (bottom box, right column).

**Figure 2:**
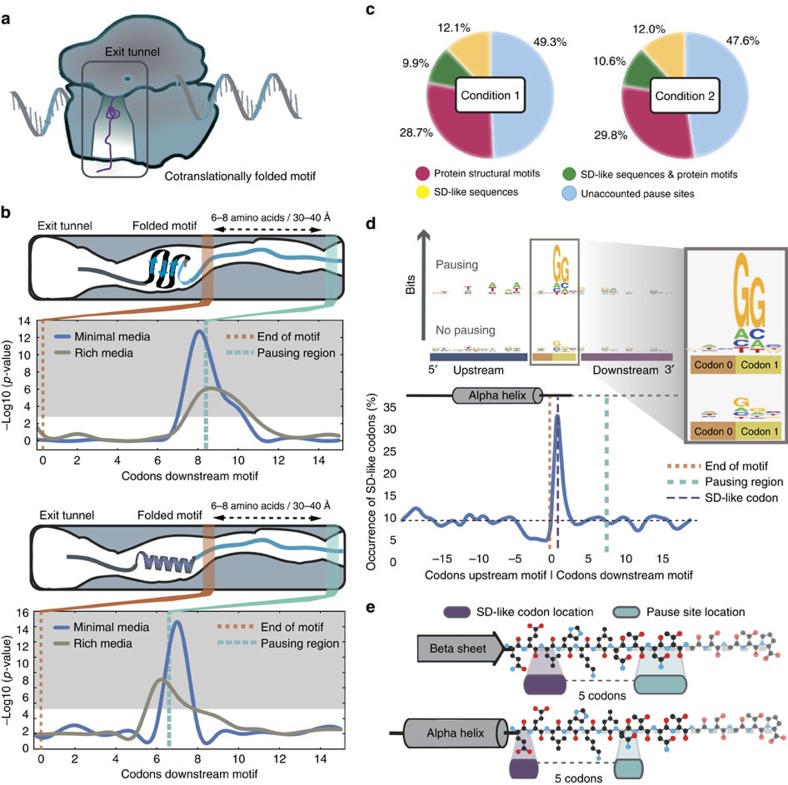
Regularities in translational pausing and structural motifs. (**a**) Cartoon depiction of co-translational folding intermediates, such as secondary structure motifs, inside the ribosome exit tunnel. (**b**) Analysis of ribosome profiling and translational pausing in conjunction with protein structure properties in *E. coli* grown under MOPS Rich and MOPS Minimal media, taken from Li *et. al.*^11^. Pausing is enriched at positions downstream of protein secondary structures (top: β-sheets, bottom: α-helices, *p*-value<6.67 × 10^−3^). These correlations are consistent across conditions (for example, minimal and rich nutrient conditions). (**c**) Coverage of specific secondary structure elements and sequence elements that account for increased ribosome occupancy. Condition 1 refers to minimal media and condition 2 refers to rich media. (**d**) Protein structure motifs that exhibit pausing have increased propensity for SD-like sequences compared with those which do not exhibit pausing or the global background existence, 35% SD-like codons for α-helices, 18% SD-like codons for β-sheets, compared with 9% global average. (**e**) A cartoon depiction of the relationship between structure, translation and sequence.

**Figure 3:**
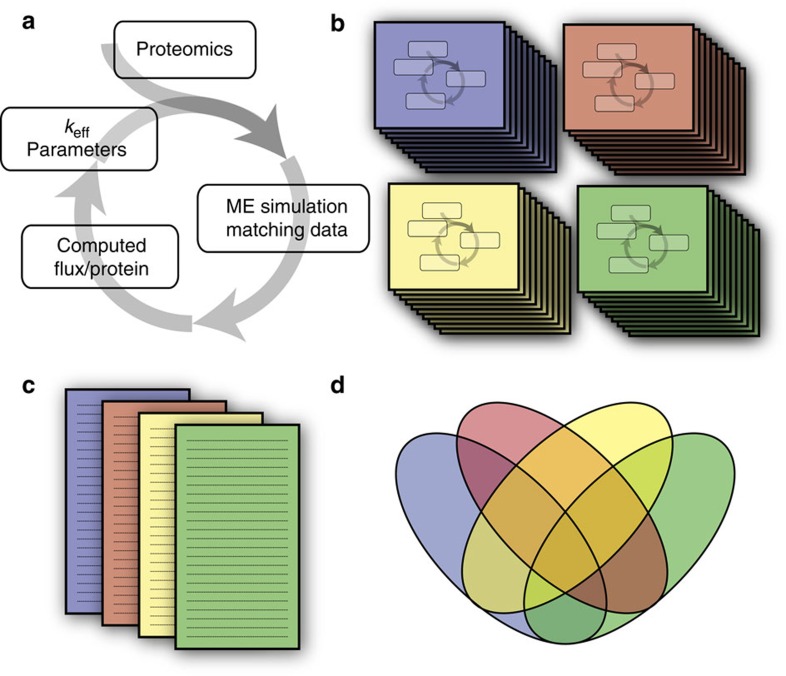
Iterative workflow for generating turnover rate values from different nutrient conditions. (**a**) An iterative procedure uses a model to find a flux state, which most closely matches experimental proteomic data, and uses it to obtain an estimated parameter set. (**b**) The iterative workflow is run using proteomic data from four different experimental conditions. To eliminate bias from the initial parameters used in the iterative workflow, the starting parameter vectors are sampled from a uniform distribution. (**c**) For each condition, a consensus parameter set is aggregated. (**d**) Parameters are compared between conditions to obtain a universal set of condition-invariant parameters.

**Figure 4:**
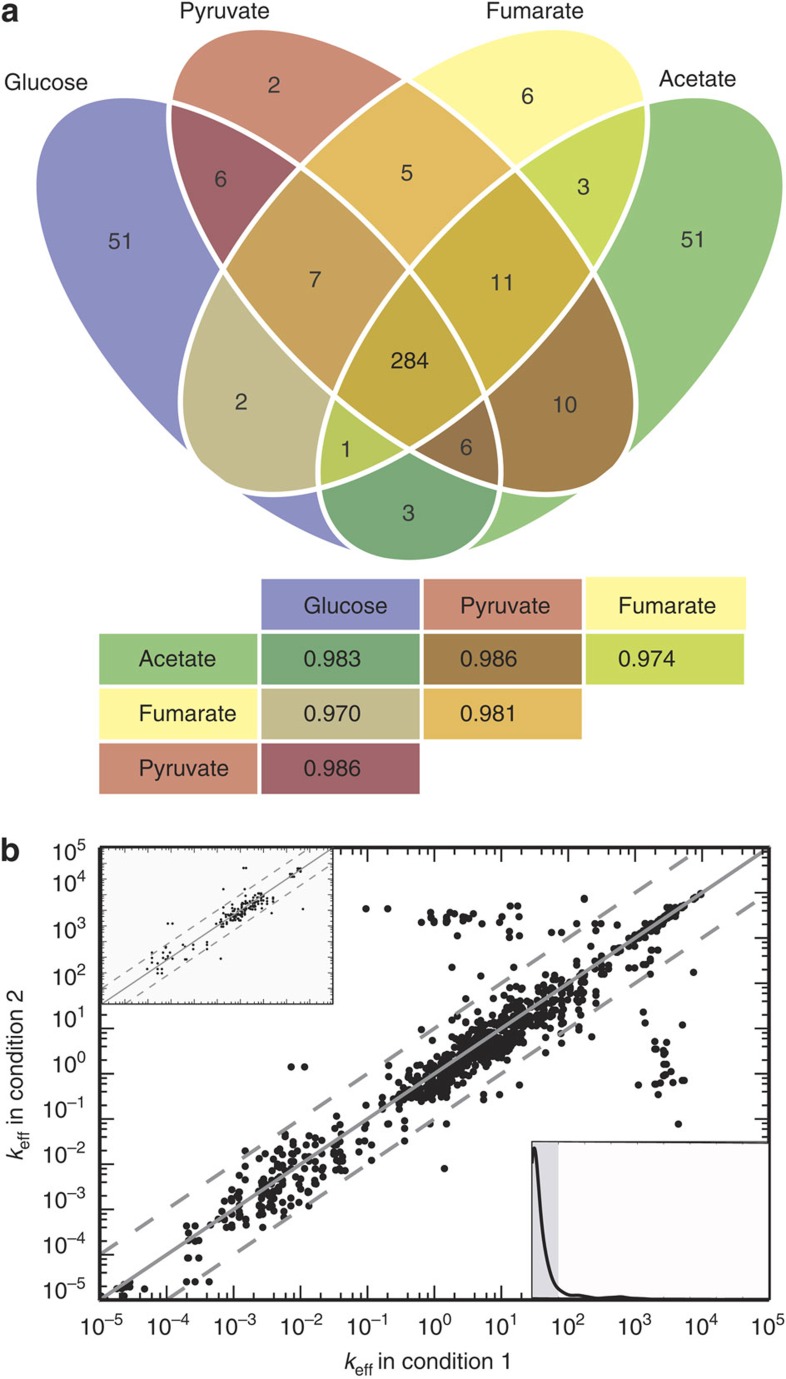
Effective enzyme turnover rates (*k*_eff_) as regularities emerging from coupling quantitative *in vivo* proteomic data with genome scale modelling. (**a**) Venn diagram of calculated turnover rates shows all four conditions share 90% of the same estimates (Pearson's correlations below). (**b**) Pairwise comparisons across four conditions for calculated turnover rate parameters demonstrate 94% are within one order of magnitude. The upper inset show the parameter estimation for the 10% most variable components of the proteome between the four conditions examined. The lower inset show a histogram of the distances of every point from the diagonal line. The grey box contains the 94% of the values that deviate from one another within an order of magnitude. A more detailed version is found in Supplementary Fig. 6.

**Figure 5:**
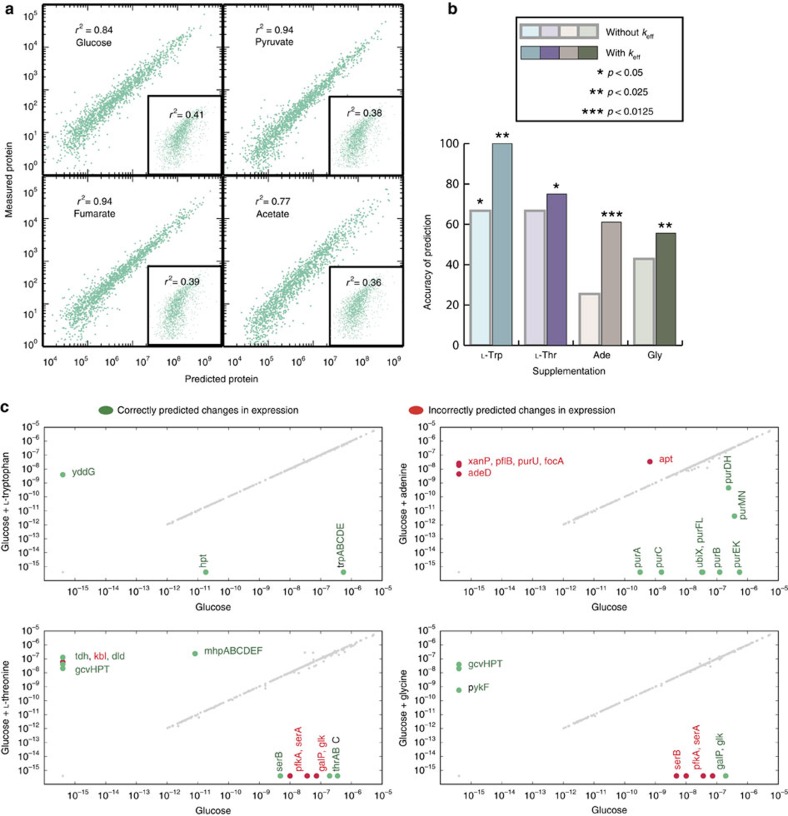
Predicting the results of perturbation from a parameterized homeostatic state. (**a**) Using a cross-validation approach, protein abundance is predicted by mRNA levels using information (*ρ*_PM_) obtained from other conditions (*r*^2^>0.75). Condition-specific mRNA and protein levels show little correlation (inset). (**b**) Accuracy of predicting differential expression is significantly enhanced using *k*_eff_ parameters. (**c**) Predictions of differential gene expression using enhanced *k*_eff_ parameters after media supplementation. The predictions were validated using expression profiling and gave predictive accuracies range between 56 and 100%. In all cases, predictions of differentially expressed genes are significantly enriched for those which have been experimentally confirmed (*p*<0.05 using a hypergeometric distribution).

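A mRNA-only counterpart of this cross-validation was computed for the 3757 genes above 0 in all 8 libraries, by setting the log10 mean of each carbon source against the mean log10 level of the other 3. The r2 of held-out mRNA was 0.936 on glucose, 0.947 on acetate, 0.963 on fumarate and 0.944 on pyruvate. When each of the 2 libraries was used in place of the condition mean, the SD of r2 was between 0.001 and 0.004, so glucose and fumarate differed by more than the spread between libraries. With Spearman's squared rho in place of Pearson's correlation, r2 was 0.930 on glucose and 0.965 on pyruvate, which then was the highest. These values concern mRNA only, and the protein abundances predicted in Fig. 5a were not analysed here.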

**Table 1:** Predicted expression changes confirmed experimentally.

	***k***_**eff**_ **parameters from set A**				***k***_**eff**_ **parameters from set A+B**			
	**Correct**	**Incorrect**	**Accuracy**	***p***	**Correct**	**Incorrect**	**Accuracy**	***p***
**L-Tryptophan**	6 (0)	3	66.7%	0.031	7 (0)	0	100.0%	0.011
**L-Threonine**	30 (5)	15	66.7%	0.119	15 (5)	5	75.0%	0.044
**Adenine**	12 (4)	35	25.5%	0.663	11 (4)	7	61.1%	4 × 10^−6^
**Glycine**	15 (0)	20	42.9%	0.391	5 (0)	4	55.6%	0.024

The ME model predicted differential expression for the following nutrient supplementations to growth of *E. coli* on M9 minimal media with D-glucose. Two separate sets of *k*_eff_ were used, one using only the 28 parameters in set A and the other also adding in the 284 modelling-derived parameters in set B. The predictions were evaluated using the set of differentially expressed genes determined from mRNA sequencing for each nutrient supplementation. Two small modifications were made to the model for adenine, which initially had an accuracy of only 26.2% due to the genes used for adenine degradation in the model, which are not expressed and may not be functional (for details, see Supplementary Fig. 7). The numbers provided in the correct column are the number of genes, which are predicted to be differentially expressed and also are differentially expressed in the same direction in the RNA sequencing data. The number in parenthesis refers to the number of correctly predicted differentially expressed genes which are still expressed under both conditions but varied in their predicted quantitative values. The incorrect column contains the number of genes predicted to be differentially expressed which were not in the model. These numbers are used to predict the percent accuracy and the *p*-value for a hypergeometric enrichment of differentially expressed genes in the predicted set.

How the deposited data were processed for this re-analysis (not part of the article)

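The data are mRNA levels from 8 E. coli cultures, 2 on each of glucose, acetate, fumarate and pyruvate, and all 8 libraries were used. The authors deposited FPKM values, one column per library and without pooling of replicates. The file's header has the form of a cufflinks table, and the paper names cufflinks for its supplemented cultures, but the paper's main text does not give the aligner, genome build or annotation of these libraries, and its Supplementary Methods were not available. The table holds 4379 genes, of which 90 are listed at 0 in all 8 libraries, and no 2 libraries are identical. Symbols, lengths and gene types came from the RefSeq annotation of assembly ASM584v2, matched by locus tag for 4299 identifiers, with 80 unmatched. No coordinates were used.

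The number of fragments behind each FPKM value was recovered for genes of at least 450 bp, of which there are 3365, from the relation of the smallest steps to gene length. The recovery was tested on simulated data, where all 3365 genes of each of 3 simulated libraries came out exactly. In the real libraries a value within 0.05 of a whole number, under 50 fragments, counted as whole. On genes of at least 450 bp, the libraries held between 524755 and 4842803 fragments. The median gene of this length had 34 fragments in pyruvate 1 and 318 in fumarate 1, which sets the precision of each value.

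Differences between carbon sources were tested with limma 3.58.1 in R 4.3.3 on log2(FPKM + 1), with an intensity trend in the empirical Bayes step, in one fit of all 8 libraries with 4 group means. Genes needed a mean of at least 1 FPKM, and an adjusted p under 0.05 (Benjamini-Hochberg) counted as a change. Duplicates leave few degrees of freedom, which is why the 4 groups share an estimate of the spread. On simulated FPKM values with 200 changed genes, 71.5% of the genes changed 2-fold and 89% of those changed 4-fold were recovered among 3275 and 3277 genes tested, with 0 and 2.2% false calls. Genes changed 1.5-fold were recovered in 11% of cases (3273 genes tested). These simulations covered only genes of at least 450 bp and changed them on acetate only. All genes and libraries had 1 fixed spread beyond sampling. Far fewer genes were changed than the 2115 of 4083 that differed in the data. Recovery and false calls in shorter genes and in the other comparisons were therefore not tested. The sets of ribosomal protein genes and motility genes were fixed by symbol and tested with camera at a preset correlation of 0.01, beside fry. Correlations, coefficients of variation and figures were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

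The genes named were chosen by a rule written before the data were examined. It takes for each comparison with glucose the 3 largest rises and the 3 largest falls among genes past the threshold whose 2 libraries of one condition all lie above those of the other and whose higher condition mean is at least 10 FPKM, together with a fixed list of 18 carbon source genes and, as levels on glucose, the genes of Fig. 5c. Of the fixed list, single values are given for some genes only, a selection made after the values were seen, and counts cover the complete list. Each is given on a carbon source to which it is tied (for ptsG, glucose and acetate). For acs, aceA, dctA, fumA, fumC, pck and ppsA, log2 fold changes on the other carbon sources are given as well. The table of turnover rates in Supplementary Data 2 and the growth rates in Supplementary Data 1 were used as the paper's values.

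Alternatives were the pseudocount, the filter on low values, median and quantile scaling, a replicate block, only the 2 groups compared, a 2-fold limit, each library left out, other correlation measures, and other totals and parameter sets. Proteomics, ribosome profiling and the supplemented cultures were not analysed here.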

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

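The camera and fry tests of the motility genes, their quantile scaling and the fits with a library left out were set before the data were examined. All other tests in this part were chosen only after the results were seen. Each result here is a level above that on glucose in genes that the paper does not discuss.

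The transfer-messenger RNA gene ssrA was listed at 0 in both glucose libraries and in fumarate 1, against 868500 and 834300 FPKM on acetate, 734257 FPKM in fumarate 2, and 1124000 and 1331000 FPKM on pyruvate. The carbon source cannot account for the difference between the 2 fumarate libraries, of which one is at 0 and the other at 734257 FPKM. Sampling cannot account for the zeros, since at the lowest level listed elsewhere the shallowest of the 3 libraries at 0 would hold 1072822 fragments of the gene. The 3 libraries at 0 are the 3 deepest of the 8, which has a chance of 0.018 (1 of 56 ways to choose 3 libraries), so a candidate explanation is a limit on the fragments accepted at one locus during quantification. For glucose, where 2 of 2 libraries are at 0, the carbon source and such a limit cannot be told apart from these libraries alone. No fold change is given for ssrA.

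Several of the largest rises lie in genes shorter than the sequenced fragments. On acetate, mgtS (96 bp) had 541.3 and 1003 FPKM, against 0 and 60.24 FPKM on glucose, and its log2 fold change was 9.53 without glucose 2 and 3.59 without glucose 1. On fumarate, yoeI (63 bp) had 377.4 and 577.6 FPKM, yrbN (81 bp) had 59.69 and 186.2 FPKM, and appX (93 bp) had 33.7 and 105.3 FPKM, and all 3 were listed at 0 on glucose. Of the 45 genes of known length called with a log2 fold change of at least 4 in size in any comparison, 35.6% were shorter than 171.5 bp, the shortest mean fragment length, against 2.8% of all 4028 genes of known length tested (Fisher's exact test, two-sided, p = 1.4e-14). The ratio of fumarate 2 to fumarate 1 was from 3.12 to 3.125 in yrbN, appX and yohP, which differ in length, but 1.53 in yoeI. The 3 genes were picked for their close ratios, and among 83 genes of this length above 0 in both fumarate libraries 4 had such a ratio (the other being omrA, named after its values were seen), so whether equal small numbers of fragments lie behind them stays open. A biological rise of these short genes was not excluded.

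Longer genes also rose. On acetate, tnaA had 547.4 and 501.2 FPKM (2398 and 3369 fragments) against 42 and 49 fragments on glucose. On pyruvate, btsT had 2284 and 2235 FPKM (6008 and 6633 fragments) against 45 and 60 fragments on glucose, and ykgE had 120.7 and 80.52 FPKM (85 and 62 fragments) against 20 and 13. The lowest number of fragments in a library of the higher carbon source was 62, in the shallower pyruvate libraries, and the log2 fold changes with voom on recovered fragments, an alternative added after seeing the data, were 6.82 for tnaA, 9.54 for btsT and 4.78 for ykgE (adjusted p = 6.7e-92, 5.2e-118 and 2.3e-35), which argues against few fragments behind these 3 rises. Of all changes with a log2 fold change of at least 4 in size in genes of at least 450 bp, voom called 18 of 18 (100%). It also called 1439 of the 1449 reported calls of such genes on acetate, 913 of 913 on fumarate and 1061 of 1140 on pyruvate, so this count does not decide whether few fragments lie behind the others. For the 3 genes the carbon source stays open as an explanation.

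The 52 motility genes summed to 3994 ± 173 FPKM (SD, n = 2) on fumarate, against 537 ± 23.6 on glucose, 1180 ± 25.6 on acetate and 625 ± 14.5 on pyruvate. Against glucose their median log2 fold change on fumarate was 2.89, with 52 of 52 genes higher (camera, adjusted p = 4.4e-36 over 6 set tests; fry, adjusted p = 4.1e-06). On acetate it was 0.83 (camera, adjusted p = 1.3e-08), a call that fry also made. Scaling did not remove the rise on fumarate, whose lowest median log2 fold change under median or quantile scaling was 2.91. Depth does not account for it either: the 3 libraries with depths between those of the 2 fumarate libraries (both glucose libraries and acetate 2) had at most 1162 FPKM, below both fumarate libraries (4116 and 3872 FPKM). Slower growth alone would put the highest level on acetate, the slowest culture by the paper's growth rates, which had 1180 FPKM. An effect of fumarate itself remains a hypothesis, and differences between the cultures other than the carbon source were not tested.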

How the results depend on the processing

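Most alternatives were set before the data were examined. Restriction to genes of at least 450 bp, voom on recovered fragments, median scaling for the gene sets, linear correlation without ssrA, protein-coding totals and linear turnover rates without starting values were chosen after seeing the data.

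The counts of changed genes stayed within 1.5 times the reported ones under the other pseudocount, the filters, both scalings, the replicate block and the fit of only 2 groups. The order of fumarate and pyruvate depended on the fit, however. With only 2 groups in the fit, 1549 genes were called on fumarate and 1040 on pyruvate, against 1130 and 1449 as reported. Voom on recovered fragments also called more genes on fumarate (1809) than on pyruvate (1278). A 2-fold limit lowered them to 524 on acetate, 374 on fumarate and 405 on pyruvate, because it adds a condition, and turned the balance of the calls, with 64.1, 65.5 and 53.6% higher. The cause of the turn was not tested. With voom on recovered fragments, 1809 genes were called on fumarate, including all 913 of the reported calls that it tested, and the cause of the rise was not tested. Scaling also moved the direction of the calls. The share of calls that were higher was 40.5% on fumarate, 36.8% on pyruvate and 35.6% on acetate as deposited. It was 56.2, 55.5 and 44.6% after scaling to the same median, and 48.8, 48.4 and 42.2% after quantile normalization. Median scaling moved the median log2 fold change of all genes on fumarate from -0.122 to -0.019 and on pyruvate from -0.149 to -0.006, so small falls on these carbon sources depend on the scaling.

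Leaving out a library of a carbon source outside the comparison gave 1598 to 2089 genes on acetate, 1048 to 1460 on fumarate and 1221 to 1349 on pyruvate. Leaving out a library of either group compared, or any library for the F-test, leaves 1 library in a group, so no calls were made there. The median log2 fold change of ribosomal protein genes with a library left out ranged from -0.71 to -0.62 on acetate, from -0.05 to 0.03 on fumarate and from -0.59 to -0.44 on pyruvate. That of motility genes ranged from 0.72 to 0.99 on acetate, from 2.67 to 2.90 on fumarate and on pyruvate, with -0.03 from all libraries, from 0 to 0.09.

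Ribosomal protein genes on fumarate (median log2 fold change -0.01) changed sign to 0.10 with median scaling, and motility genes on pyruvate (-0.03) changed sign to 0.10 with median scaling and to 0.18 with quantile normalization (camera, adjusted p = 0.045, and from 0.045 to 0.14 over all alternatives). Median scaling multiplies every gene of a library by one factor, and the median of all genes rose with it as given above, so these sign changes follow from the scaling itself. The cause of the change with quantile normalization was not tested. Neither set passes the threshold as reported.

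The replicate numbers do not pair the cultures: the 6 correlations between carbon sources of the deviations of replicate 1 from the group mean ranged from -0.057 to 0.036. With the replicate block, 1732 genes were called on acetate, 1076 on fumarate, 1357 on pyruvate and 2021 among the 4 carbon sources. The block put motility genes on pyruvate past the threshold (-0.03, adjusted p = 0.05 after rounding) and changed no other set call.

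The median r2 of mRNA between carbon sources (0.90) was 0.931 by squared Spearman's rho, 0.947 on linear values, 0.886 for genes with a mean of at least 1 FPKM and 0.979 on linear values without ssrA. It ranged from 0.890 to 0.905 with each library left out. The median r2 between replicates (0.972) was 0.998 on linear values. The median r2 of held-out mRNA (0.946) was 0.950 by squared Spearman's rho, 0.981 on linear values and 0.939 for genes with a mean of at least 1 FPKM, and it ranged from 0.939 to 0.946 with each library left out. The median coefficient of variation (0.227) was 0.237 without a filter, 0.206 for genes of at least 10 FPKM and 0.218 after median scaling, and it ranged from 0.230 to 0.244 with each library left out. The causes were not tested.

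The share of FPKM in ribosomal protein genes depends strongly on the total. Without the 10 highest other genes it was 16.9% on glucose, 11.0% on acetate, 15.8% on fumarate and 11.7% on pyruvate, and with protein-coding genes as the total it was 18.2, 12.9, 17.8 and 14.4%. As deposited it was 3.26, 2.35, 3.58 and 1.98%, because those 10 genes hold from 74.8 to 83.3% of the FPKM of a library. Leaving out rRNA and tRNA genes could not be run, as none are listed.

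The median correlation of turnover rates between carbon sources (0.956 on log10 values) was 0.982 on linear values, 0.937 with 1 parameter per distinct set of averages, 0.992 for parameters not near their starting distribution in any condition and 0.999 for those on linear values. The share of pairs within 1 order of magnitude (94.1%) was 92.7% for distinct sets and 97.9% for parameters not near their starting distribution. The count-based alternative set before the data were examined was not run, since the deposited values are FPKM. Only voom on recovered fragments, added after seeing the data, worked from counts.

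Among the named genes, 6 alternatives took a call to the other side of the threshold with a smaller significance and 4 with a larger one, and none reversed a direction. The depth of the pyruvate libraries limits what can be said of weakly expressed genes, with 985 and 948 of 3365 genes of at least 450 bp under 10 fragments.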

Differences from the paper's values

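The Pearson correlations of turnover rates between carbon sources in Fig. 4a differ from those on the log10 scale, and reach the paper's on the linear scale. The paper's values, read by eye, are about 0.98 for acetate and glucose, about 0.99 for acetate and pyruvate, about 0.97 for acetate and fumarate, about 0.97 for fumarate and glucose, about 0.98 for fumarate and pyruvate, and about 0.99 for pyruvate and glucose. On log10 turnover rates these were 0.974, 0.962, 0.934, 0.937, 0.950 and 0.975, and on linear turnover rates 0.983, 0.986, 0.974, 0.97, 0.981 and 0.986. Among the other alternatives set before the data were examined, parameters not near their starting distribution came within rounding of the paper's value for acetate and pyruvate (0.995) and for pyruvate and glucose (0.993), and distinct sets of averages and rates divided by their default did so for none of the 6 pairs.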

Other observations

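The camera and fry tests of ribosomal protein genes and their quantile scaling were set before the data were examined. So were the share without the 10 highest other genes and the count of turnover rates near their starting distribution. The test of the pyruvate duplicates was chosen before its outcome was seen, and the other tests only after the results were seen.

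The pyruvate duplicates had a lower r2 than the glucose duplicates, 0.952 against 0.983 on the recovered fragments of 3365 genes. When the glucose libraries were thinned at random to the pyruvate depths, their r2 had a median of 0.954 over 20 draws, from 0.951 to 0.957, which encloses the pyruvate value. This is consistent with fewer fragments as the source of the lower r2.

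The share of FPKM in ribosomal protein genes did not follow the paper's growth rates, which are 0.607 per h on glucose, 0.373 on pyruvate, 0.310 on fumarate and 0.204 on acetate. With protein-coding genes in the total, the share was 18.2 ± 0.27% (SD, n = 2) on glucose, 17.8 ± 0.21% on fumarate, 14.4 ± 0.12% on pyruvate and 12.9 ± 0.16% on acetate. Growth rate alone would put pyruvate, at 14.4%, above fumarate. Highly expressed small RNA genes do not explain the order, since without the 10 highest other genes fumarate had 15.8% and pyruvate 11.7%. Depth stays open: the shallower fumarate library had 17.7% against 18.0% in the deeper one, but no fumarate library is as shallow as those on pyruvate, so depth and carbon source cannot be told apart. The median log2 fold change of ribosomal protein genes against glucose was -0.68 on acetate and -0.52 on pyruvate (camera, adjusted p = 1.4e-11 and 3e-10, both also called by fry) and -0.01 on fumarate (adjusted p = 0.91), where median scaling turned it to 0.10; the falls on acetate and pyruvate stayed past the threshold under median and quantile scaling. The difference between fumarate and pyruvate itself was not tested.

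In the paper's table of 284 turnover rates, 37 parameters in all 4 conditions and 68 in at least 1 lay near the starting distribution. Near meant having its spread and its mean, which was set at 50 times the default. The paper gives a uniform distribution and a range around the value computed from solvent accessible surface area. It does not give this mean, which is a reading of its text. Among the 259 values whose coefficient of variation is near that of the starting distribution, 78.4% also have its mean, against 0.6% of the 877 others. This is consistent with starting values that the fit did not change. Of the 100 pairs of values more than 1 order of magnitude apart, 69% have exactly 1 value near the starting distribution, against 2% of the 1604 other pairs, so such values may account for much of the disagreement between conditions. Another 168 of the 1136 values lie over 90 times the default.

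On glucose, the genes of Fig. 5c ranged from mhpB at 1.65 ± 0.297 FPKM (SD, n = 2) to serA at 1592 ± 56.1 FPKM, against a median of 38.4 FPKM over 4186 protein-coding genes. The adenine deaminase gene adeD, at 10.2 ± 1.44 FPKM, ranked above 31.4% of protein-coding genes, and xanP, at 202 ± 0.578 FPKM, above 81.9%. These are unsupplemented glucose cultures, not the cultures with adenine.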
